A study of Rattus norvegicus with 5 samples. Its data were reported in "Prim-O-glucosylcimifugin ameliorates aging-impaired endogenous tendon regeneration by rejuvenating senescent tendon stem/progenitor cells" (2023).

How the data were processed

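Gene expression was measured on Affymetrix arrays in rat tendon stem/progenitor cells (TSPCs) at passage 12, after culture with prim-O-glucosylcimifugin (POG) or with its solvent, dimethyl sulfoxide (DMSO). The groups were taken from the sample labels, which gave 3 DMSO arrays and 2 POG arrays. The study states a larger n for its array heatmap than the number of POG arrays used here, and any further array was not analysed here. Exposure to POG, at 20 μmol/L, ran over the passages 3 to 12.

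The deposited values were log2 signals per probe set, made by the authors with robust multi-array average (RMA), which corrects background, normalizes between arrays and summarises probes; the submitters' processing notes named RMA without a version. A second deposited table held the same log2 values for all 10141 probe sets, with a largest difference of 0 between the tables. The rule by which the authors chose the probe sets was not given in the sources used here. The probe sets were not limited to those with a change, since 1562 of them differed by less than 1.1-fold between the groups. This cannot exclude a partial selection linked to change. The platform annotation gave 1 gene symbol for 7240 probe sets, which stood for 7235 genes, and several symbols for 0; the other 2901 probe sets were unnamed here. The array named in the study and the platform record behind this annotation carry different names, and whether they are the same design was not settled, so gene names rest on the match of probe set identifiers between the annotation and the deposited table. All 7240 symbols were checked by gene identifier against a current rat gene table of the GRCr8 assembly, used for names only, and 0 changed. The lowest value was 2.98 and the highest 19.47 on the log2 scale. No detection calls were used here, so a low signal could not be separated from background, and the number of arrays limits the precision.

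Each probe set was compared between POG and DMSO arrays with limma 3.58.1 in R 4.3.3, as a two-sided moderated test on the log2 values with Benjamini-Hochberg adjustment over all 10141 probe sets and a threshold of 0.05. Fold changes are POG minus DMSO on the log2 scale and are given with the standard error (SE) of the fit. Genes past the thresholds of the study, an unadjusted p under 0.05 and a fold change over 1.5, were counted as well. Gene lists were tested at the level of genes with limma's camera, two-sided, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 24 lists with 5 or more measured members. A gene with several probe sets was represented by the probe set with the highest mean signal. The lists covered the senescence-associated secretory phenotype (SASP), NF-kB, p53 targets, cell cycle, stemness, mesenchymal surface markers, tendon, collagens and matrix, autophagy, lysosome, mTOR, bone and cartilage, fat, cholesterol synthesis, interferon, oxidative stress, the unfolded protein response, immediate early genes, hypoxia and glycolysis, the respiratory chain, ribosomal proteins, and markers of leukocytes, endothelium, smooth muscle, skeletal muscle, Schwann cells and epithelium.

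The tests, the lists and the rule for the genes named were fixed before the data were examined. The rule took the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold whose groups did not overlap, a panel of genes named in the study, and up to 4 members with the smallest p-value in each list. Other genes named were chosen after their values were seen. The alternatives were the second table, quantile normalization, centring each array on its median, the brighter probe sets only (mean of at least 8.45, 5071 probe sets), variance moderation with trend and robust settings, array weights, the replicate block, leaving out each array, the methods' t-test, counting genes, averaging probe sets, camera with an estimated correlation, and fry.

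The fit was tested on simulated data with 200 of 10141 probe sets changed in a POG against DMSO comparison. It recovered 20.9% of the changes of 1.5-fold, 86.6% of those of 2-fold and all (100%) of those of 4-fold, with 14 false calls. In the data 46.29% of probe sets were called, a far larger share than was changed in the simulation. The adjusted threshold was therefore stricter in the simulation, and these rates do not describe the comparison of the data.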

Results

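Rat TSPCs, the tendon-resident cells that give rise to tendon fibroblasts, were compared at passage 12 after serial passage with POG or with DMSO. POG is a chromone from Saposhnikovia root. Expression was measured on 5 arrays, 3 from DMSO-treated and 2 from POG-treated cells, over 10141 probe sets. The median log2 signal was 8.36, 8.43 and 8.45 on the DMSO arrays and 8.48 and 8.52 on the POG arrays. Over probe sets, arrays of the same group differed with an SD of 0.32 to 0.37 on the log2 scale, and arrays of different groups with an SD of 0.99 to 1.04. The labels call the arrays biological replicates but do not say whether they came from separate cultures or animals, so the p-values measure only the spread between these arrays, which may be technical.

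The comparison asks how the transcriptome of late-passage TSPCs differs after sustained exposure to POG. The small leucine-rich proteoglycans lumican, decorin and fibromodulin, which bind collagen fibrils, were among the largest increases. Lum rose by 9.12 ± 0.32 (SE) on the log2 scale, Dcn by 8.24 ± 0.18 and Fmod by 6.57 ± 0.20 (n = 3 and 2 arrays, limma adjusted p = 3.90e-08, 3.20e-09 and 1.79e-08). Il1rn, which encodes the interleukin-1 receptor antagonist, rose by 7.33 ± 0.24, the galectin Lgals9 by 7.78 ± 0.23, and Il33, an alarmin cytokine, by 6.07 ± 0.24. The other genes among the 10 largest increases were Ndufa4l2 (6.66), Adm (6.65), Stc1 (6.29) and the complement protease C1s (5.92). Gldn fell by 9.17 ± 0.18, Acan, the cartilage proteoglycan aggrecan, by 6.67 ± 0.18, and Ptgs2, the inducible cyclooxygenase, by 5.68 ± 0.17. The remaining 7 of the 10 largest decreases were Olr1 (-7.18), Mcam (-6.63), Myh11 (-5.91), Actg2 (-5.58), Acta1 (-5.56), Gprc5a (-5.51) and Slc6a6 (-5.23). Means at or under 6.17, the lower quartile of all signals, may be background. In DMSO-treated cells this held for Lum, Lgals9, Ndufa4l2, Adm, Il33 and C1s, and in POG-treated cells for Olr1, Acta1 and Gprc5a. Background may have compressed these differences, and those of other genes named here with such a mean in one group. They are lower bounds in that sense only, on the deposited log2 scale and without allowance for the SE. Signals on that scale reached 19.47, and whether its steps match RNA amounts was not checked. The order of the largest changes is uncertain. In total 2707 probe sets were higher and 1987 lower in POG-treated cells at an adjusted p under 0.05, of which 787 and 521 were unnamed. At the thresholds of the study, 2449 were higher and 1786 lower. The excess of higher probe sets depended on the scaling: after centring each array on its median 2291 were higher and 2307 lower (2059 and 2089 at the thresholds of the study), and after quantile normalization 2330 and 2212 (2100 and 2031).

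**Figure D1:**
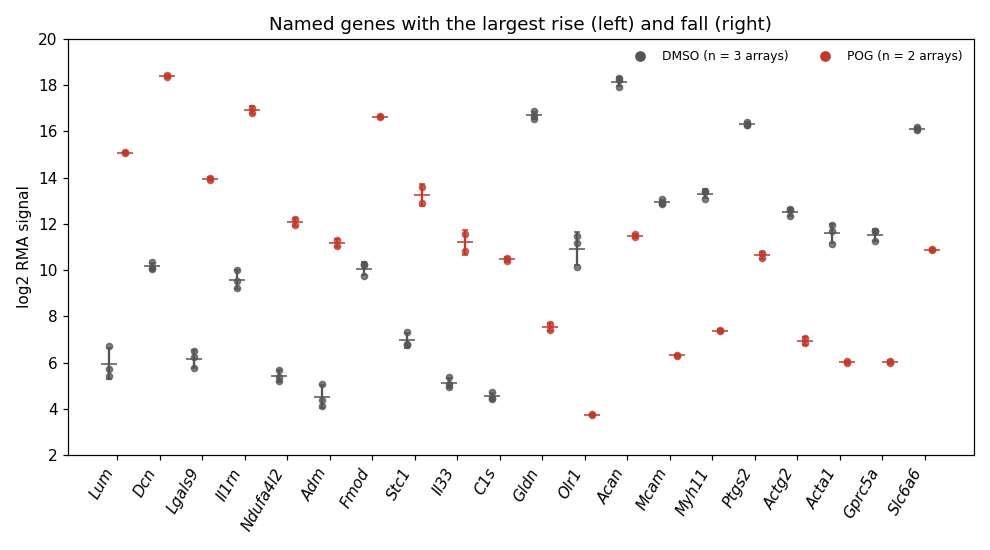
Log2 RMA signal of the 10 named genes with the largest rise and the 10 with the largest fall, with each array as a point and the mean and SD of each group as bars. Lum went from a mean of 5.96 in DMSO-treated to 15.08 in POG-treated cells and Gldn from 16.70 to 7.53, and the groups overlapped for none of the genes shown, a condition of their selection.

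The count of changed probe sets was 2900 without POG replicate 2, where the remaining POG array is assumed to vary like the DMSO arrays, and 2078 with the methods' t-test after Benjamini-Hochberg adjustment. With the test limited to the 5071 brighter probe sets, 2894 were changed.

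Tendon genes moved both ways. Of 33 measured members, 14 rose and 8 fell (16 and 8 adjusted over the list alone), and the list as a whole did not pass (camera adjusted p = 0.224). Beside Dcn, Fmod and Lum, the co-receptor Tgfbr3 rose by 4.19 ± 0.17. Members that fell included Postn (-2.33), Tgfb3 (-2.51) and Gdf6 (-2.30). Scx, the tendon transcription factor scleraxis, did not pass at -0.31 ± 0.19 (adjusted p = 0.194), from low means of 6.08 and 5.77, nor did Tnc at -0.35 ± 0.18 (adjusted p = 0.126). Collagen, matrix and cross-linking genes were lower: 19 of 34 fell and 3 rose (19 and 3 adjusted over the list alone), with a median of -0.66 (camera adjusted p = 0.000407; adjusted p = 0.392 with an estimated correlation). The basement membrane genes Nid2 (-2.95) and Col4a1 (-1.90) and the cross-linking enzyme Loxl2 (-2.73) fell, and Fbln1 rose by 2.15 ± 0.17. Col1a1, the main tendon collagen, was at -0.14 (adjusted p = 0.51).

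Smooth muscle genes were lower in POG-treated cells. Of 15 measured smooth muscle and pericyte markers, 10 fell and 0 rose (12 and 0 adjusted over the list alone), with a median of -2.005 (camera adjusted p = 1.38e-08; adjusted p = 0.139 with an estimated correlation). Myh11, the smooth muscle myosin heavy chain, Actg2, the transcriptional coactivator Myocd (-4.47 ± 0.21) and calponin, Cnn1 (-3.84 ± 0.22), fell most. Smtn (-0.10) and Notch3 (-0.45) did not pass. The only measured skeletal muscle marker was Acta1, which fell. Bone and cartilage genes were also lower, with 7 of 13 down and 2 up (7 and 2 adjusted over the list alone) and a median of -1.04 (camera adjusted p = 0.0108; adjusted p = 0.298 with an estimated correlation). Among the brighter probe sets, with 6 members, this list did not pass (camera adjusted p = 0.0978). Acan, the mineralization inhibitor Mgp (-1.75) and the phosphatase Alpl (-1.73) fell, while Bmp4 rose by 1.89 ± 0.21. All lists here differ in the same single comparison. Whether the changes of bone, matrix or other genes are linked to the fall of the smooth muscle markers could therefore not be tested.

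Cell cycle genes were higher in POG-treated cells. Of 77 measured members 60 rose and 0 fell (66 and 0 adjusted over the list alone), with a median of 1.07 (camera adjusted p = 8.23e-12; adjusted p = 0.298 with an estimated correlation). The mitotic kinase Ttk rose by 2.65 ± 0.17, the primase subunit Prim1 by 2.11 ± 0.17, Ect2 by 2.52 ± 0.21 and Nusap1 by 2.02 ± 0.18. Ribosomal protein genes were higher as well, with 46 of 51 up and 0 down (49 and 0 adjusted over the list alone) and a median of 0.77 (camera adjusted p = 1.04e-08; adjusted p = 0.389 with an estimated correlation). Rpl10a rose by 1.29 ± 0.19, Rpl13 by 1.24 ± 0.19, Rpl8 by 0.99 ± 0.17 and Rpl6 by 0.96 ± 0.17. Of 23 p53 targets and cell cycle inhibitors, 5 rose and 10 fell (5 and 10 adjusted over the list alone), and the list did not pass (camera adjusted p = 0.127). It passed in the downward direction among the brighter probe sets, with 11 members (camera adjusted p = 0.0325), and did not pass over all genes with an estimated correlation (adjusted p = 0.383). Gadd45g (-2.73), Phlda3 (-1.79) and Gadd45b (-1.38) fell, and the inhibitor Cdkn1b rose by 1.51 ± 0.18.

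SASP genes changed in both directions. Of 60 measured members 25 rose and 18 fell (26 and 18 adjusted over the list alone), with a median of 0.30 and a camera adjusted p of 0.396. The chemokine Cxcl12 rose by 4.60 ± 0.17, as did Il33 and Stc1, and the matrix metalloproteinases Mmp12 (5.13), Mmp13 (3.78) and Mmp3 (3.06) were higher. Ptgs2 fell, as did Fgf2 (-4.42), Plaur (-4.26), Lif (-4.26) and Inhba (-4.19). Of 31 NF-kB pathway and target genes, 8 rose and 12 fell (10 and 13 adjusted over the list alone), with a median of -0.25 (camera adjusted p = 0.396). Mmp3, Lcn2 (2.96) and Ccl7 (2.52) rose, whereas the subunits Nfkb1 (-0.85) and Nfkb2 (-1.16) and the inhibitor Nfkbia (-0.77) fell with Ptgs2.

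Immediate early and heat shock genes were lower, with 18 of 31 down and 0 up (18 and 0 adjusted over the list alone) and a median of -0.79 (camera adjusted p = 7.09e-06; adjusted p = 0.139 with an estimated correlation). The phosphatase Dusp5 (-3.27), the nuclear receptor Nr4a3 (-2.37), the small heat shock protein Hspb1 (-2.36) and Ier3 (-3.02) fell. Interferon-stimulated genes were higher, with 10 of 12 up and 0 down (10 and 0 adjusted over the list alone) and a median of 0.63 (camera adjusted p = 0.0108; adjusted p = 0.298 with an estimated correlation). Ifit2 (1.54), Usp18 (1.98), Parp9 (1.15) and Irf9 (1.32) rose, and the number of members up was 6 after centring each array on its median and 5 after quantile normalization. Of 6 measured leukocyte and macrophage markers, 5 rose and 0 fell (5 and 0 adjusted over the list alone), with a median of 1.37 (camera adjusted p = 0.0108; adjusted p = 0.337 with an estimated correlation). Lyz2 (2.06), Cd53 (2.31), Cd68 (1.52) and Fcer1g (1.22) rose from low mean signals of 5.04, 3.98, 5.18 and 3.55. Interferon-stimulated genes and some SASP members rose in the same comparison, and a link between these changes could not be tested.

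Hypoxia and glycolysis genes were higher, with 20 of 31 up and 4 down (21 and 4 adjusted over the list alone) and a median of 0.78 (camera adjusted p = 0.00269; adjusted p = 0.389 with an estimated correlation). Adm, the mitophagy receptor Bnip3 (2.43), Pdk1 (1.75) and Hif1a (1.55) rose, and the glucose transporter Slc2a3 (-1.83) and Vegfa (-1.49) fell. Autophagy genes did not pass as a list, with 8 of 37 up and 6 down (7 and 6 adjusted over the list alone, camera adjusted p = 0.852). Bnip3, Stx17 (0.98) and Bnip3l (0.91) rose and Foxo1 (-1.34) fell, and with either centring or quantile normalization 6 members rose and 7 fell. Of 37 mTOR pathway genes 9 rose and 4 fell (9 and 4 adjusted over the list alone, camera adjusted p = 0.759), among them the growth factor Igf1, which rose by 4.51 ± 0.18, and Sesn3 (1.34), while Irs2 (-1.38) and the amino acid transporter Slc7a5 (-1.61) fell. Lysosome genes did not pass as a list, with 7 of 40 up and 12 down (7 and 12 adjusted over the list alone, camera adjusted p = 0.224). Mitf (2.14), the protease Ctsl (1.57) and Cd68 rose, and the ceramidase Asah1 (-1.19) fell.

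**Figure D2:**
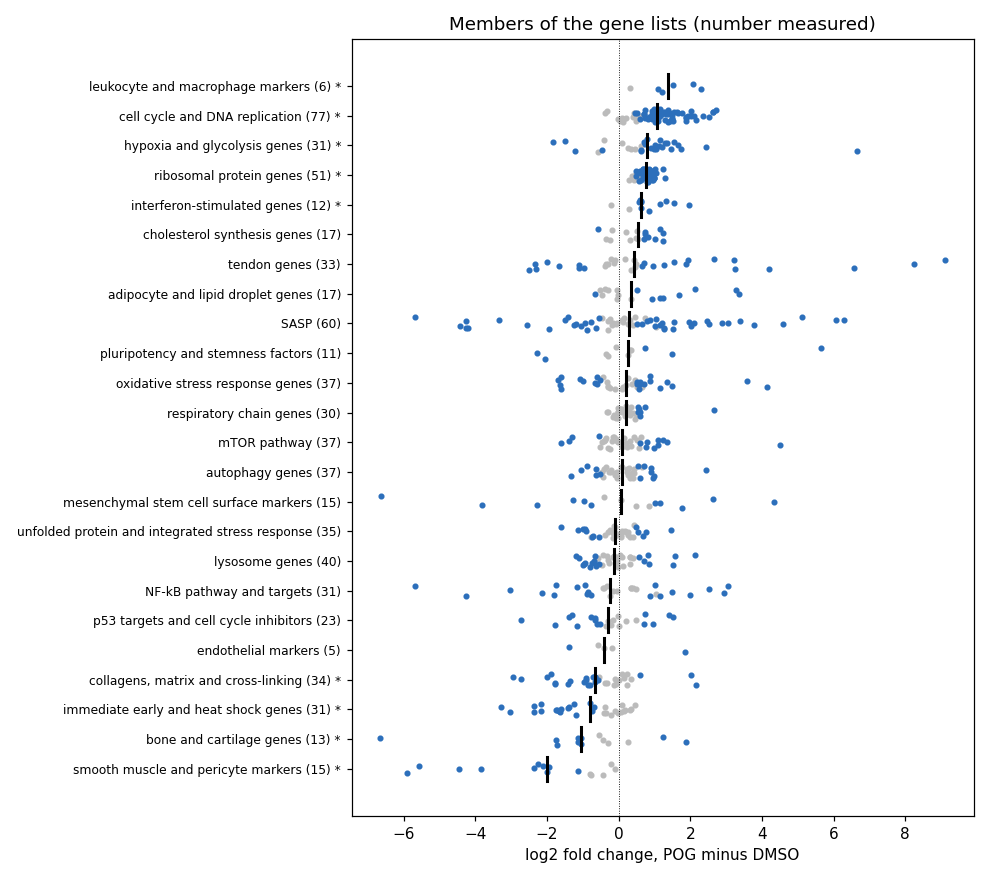
Log2 fold change (POG minus DMSO) of each measured member of the 24 gene lists tested, with blue points for an adjusted p under 0.05, grey points for other members, black bars for list medians and stars for lists with a camera adjusted p under 0.05. The median was -2.005 for smooth muscle and pericyte markers and 1.07 for cell cycle genes, and the 9 starred lists did not pass with an estimated correlation.

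Of 15 mesenchymal stem cell surface markers 5 rose and 6 fell (6 and 7 adjusted over the list alone), with a median of 0.06, a mean of -0.26 and a camera adjusted p of 0.698 in the downward direction; the median was -0.02 after centring. Mcam (-6.63), which encodes CD146 and was not in the panel of study genes below, and Cspg4 (-3.81) fell, while Anpep (4.33) and Pdgfra (2.63) rose. In injured tendons of aged rats, the study reported more CD146-positive cells with POG. That was a protein stain in tissue, unlike the RNA of cultured cells measured here. Among 11 pluripotency and stemness factors 3 rose and 2 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.894). The R-spondin receptor Lgr5 rose by 5.65 ± 0.21 and the transcription factor Klf5 rose as well, whereas Nes (-2.28) and Tbx3 (-2.06) fell. Oxidative stress genes went both ways, with 13 of 37 up and 10 down (14 and 11 adjusted over the list alone; camera adjusted p = 0.861). The metallothioneins Mt2A (4.15) and Mt1 (3.58) rose and the reductases Nqo1 (-1.65) and Txnrd1 (-1.62) fell, with 11 up and 11 down after centring.

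Cholesterol synthesis genes did not pass as a list, with 8 of 17 up and 1 down (10 and 1 adjusted over the list alone; camera adjusted p = 0.0826), and Insig1 (1.23), Dhcr7 (1.16), Fdft1 (1.23) and Acat2 (0.83) rose. Fat cell and lipid droplet genes did not pass either, with 8 of 17 up and 1 down (8 and 1 adjusted over the list alone; camera adjusted p = 0.192), among them Adipoq (3.35), Cebpd (3.29), Fabp4 (2.14) and Scd (1.67), with 7 up and 2 down after either centring or quantile normalization. Of 30 respiratory chain genes 7 rose and 0 fell (2 and 0 adjusted over the list alone; camera adjusted p = 0.238), led by the coactivator Ppargc1a (2.66), and the number up was 3 after centring each array on its median and 5 after quantile normalization. Of 35 genes of the unfolded protein and integrated stress response 5 rose and 8 fell (5 and 8 adjusted over the list alone; camera adjusted p = 0.388), with Trib3 (1.47) up and Ern1 (-1.14) down, and after centring 2 rose and 10 fell. Of 5 endothelial markers Kdr rose (1.85) and Cd34 fell (-1.39), against 1 up and 3 down adjusted over the list alone (camera adjusted p = 0.513) and 1 up and 2 down after centring. Map2 (1.41) and S100b (1.18), the 2 measured Schwann cell and neural markers, rose, and 0 of 14 epithelial markers were measured.

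A panel of genes that the study names, some of them measured by other assays in these or in other cells, was set apart before the data were examined. Of these, 16 had a named probe set. The others, among them Sox2, Pou5f1, Tnf, Il1b and Tnmd, had none and were not analysed here. The proliferation marker Mki67 rose by 2.64 ± 0.25 (limma adjusted p = 2.50e-05), Rps6 by 0.98 ± 0.17 and Cxcl1 by 0.87 ± 0.17, beside Fmod. The Cxcl1 mean in DMSO-treated cells, 5.45, may be background. Cdkn1a, which encodes the cell cycle inhibitor p21, fell by 0.76 ± 0.17 (adjusted p = 0.00509), and Sqstm1 (-0.88), Itgb1 (-0.78), Nes and Cd34 fell as well. Il6 did not pass at 0.39 ± 0.18 (adjusted p = 0.103), nor did Rela at -0.45 (adjusted p = 0.063), Eng at -0.41, Map1lc3b at 0.24 or Thy1 at 0.06.

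**Figure D3:**
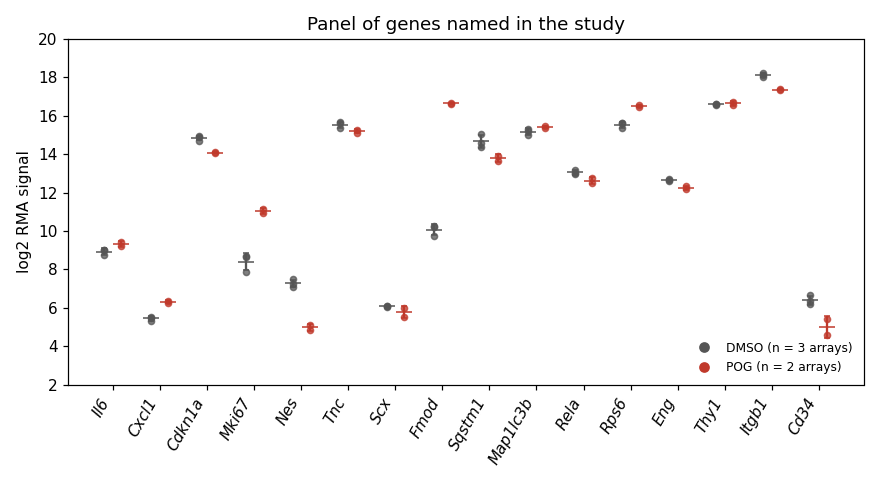
Log2 RMA signal of the 16 panel genes, with each array as a point and the mean and SD of each group as bars. Mki67 went from a mean of 8.40 in DMSO-treated to 11.04 in POG-treated cells, and Il6 from 8.93 to 9.32.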

Values the study reported

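The study reported that POG was used at 20 μmol/L between passages 3 and 12. It reported about 6.0 ± 4.0 spheroids in total from DMSO-treated and about 38.5 ± 6.5 from POG-treated passaged cells.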

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

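Alternatives were run for the 115 genes that the rule named. Of these, 107 were past the threshold; each kept its direction under every alternative run for it, and 91 also stayed past the threshold in all of them. Among the other 8 only Thy1 changed sign, to -0.0233 after centring on the median and to values from -0.0267 to 0.153 when an array was left out, the lowest without POG replicate 1. Rela and Eng, which did not pass, passed after centring, among the brighter probe sets and with trend and robust settings, Rela also with array weights and Eng with the methods' t-test; Tnc and the endothelial marker Erg passed with trend and robust settings, and Erg without DMSO replicate 2. The count of changed probe sets was 2894 among the brighter probe sets, where fewer were tested, 2078 with the methods' t-test after Benjamini-Hochberg adjustment, and 2900 to 4347 when an array was left out. At the study thresholds the count was 2236 among the brighter probe sets, and the methods' t-test gave 3320 there and 2078 after adjustment. The second table changed no value because it is identical. The replicate block gave 4193 changed probe sets. Deviations of arrays with the same number correlated at 0.0042 and 0.0052, which gave no sign of pairing. With 2 POG arrays, whose deviations mirror each other, this cannot exclude that arrays of the same number share an origin.

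Of the 24 lists, 9 passed with camera at the preset correlation and 0 with an estimated correlation, which rests on 3 residual degrees of freedom (cell cycle adjusted p = 0.298). The estimate was below the preset 0.01 for smooth muscle (-0.020), immediate early (-0.008) and interferon-stimulated genes (-0.038). A higher correlation therefore cannot be why these lists did not pass. For the other lists that passed, the estimate ran from 0.0104 (bone and cartilage) to 0.348 (ribosomal proteins). With fry, which asks if a list moves one way and not whether it differs from other genes, 17 passed. The 8 further lists with fry were SASP (adjusted p = 0.0129), mTOR (0.0359), tendon (0.000237), p53 targets (0.00571, downward), cholesterol synthesis (0.00324), fat cell genes (0.00986), mesenchymal surface markers (0.0347, downward) and the respiratory chain (0.046). Among the brighter probe sets 7 lists passed of those tested there, with p53 targets gained and bone and cartilage genes lost; interferon-stimulated genes and leukocyte markers had fewer than 5 members left and were not tested. The directions of autophagy and stemness genes turned without POG replicate 2 (adjusted p = 0.935 for both), and that of endothelial markers with fry (0.896). The autophagy adjusted p ranged from 0.564 to 0.935 when an array was left out, and the cause was not tested. The lack of detection calls limits what can be said of genes of low signal, among them Scx, Notch3, Parp9, Fcer1g and Lcp1, whose means lay under the lower quartile in both groups.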

Other observations

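The further gene lists and the tests of explanations in this part were chosen after the values had been seen. The smooth muscle, ribosomal protein and leukocyte marker lists and the centring of arrays were planned. Further lists, written after many of their values had been seen, also moved, so the SRF list below is not alone. TGF-beta and BMP response genes had 16 of 20 down and 3 up, and NRF2 targets 10 of 16 down and 1 up. Complement genes had 7 of 10 up and 1 down.

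The fall of smooth muscle genes may reflect a lower actin cytoskeleton programme under the transcription factor SRF. The median of 23 such genes outside the smooth muscle list was -1.40 (95% bootstrap interval -1.51 to -0.44), with 16 down and 0 up, among them Srf (-1.40). Bootstrap intervals in this part resample genes as if independent and do not measure the spread between arrays. The list passed with camera at the preset correlation (adjusted p = 2.39e-08) but not with an estimated correlation (adjusted p = 0.256). Values of 5 of the 23 had been seen when the list was written, and the other 18 had a median of -1.21 (95% bootstrap interval -1.48 to -0.23), with 11 down and 0 up. Fewer smooth muscle cells or pericytes in the POG-treated cultures cannot be told apart from this, since those cells also express these genes: 10 of 15 smooth muscle markers fell, and Smtn, at a mean of 13.4 in DMSO-treated cells, was at -0.10. A difference between 2 culture lineages that arose apart from the compound also stays open, because each arm may be a single lineage. The SD of differences between arrays was 2.65 times larger at the least between arms than at the most within an arm. Either an effect of the compound or such a difference would give this, so it cannot separate them.

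The rise of ribosomal protein genes was set against technical explanations. Among 10000 random lists matched on mean signal, the highest median was 0.36, below the 0.77 of the ribosomal protein genes, which argues against a trend with signal strength. After centring each array on its median, 43 of 51 were still up, and after quantile normalization 48. The array medians ranged only from 8.36 to 8.52, so centring could move the fold changes little. It argues only against a constant offset between the arrays. Untested explanations, such as faster growth of POG-treated cells, stay open, and the list did not pass with an estimated correlation (adjusted p = 0.389).

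Leukocytes in the POG-treated cultures are a candidate source of the higher leukocyte markers, although the cells were grown from selected colonies and the study describes them as negative for the leukocyte antigen CD45 by flow cytometry. The study does not give the passage or treatment of the cells used for flow cytometry. Ptprc, which encodes CD45, had no named probe set here. The median of 7 further leukocyte genes of low signal was -0.053 (95% bootstrap interval -0.33 to 0.92), with Arhgdib (2.37) and Cybb (0.92) up and Lcp1 at -0.33. The interval lies below the smallest rise among the markers that rose, 1.09, but 5 of the 7 genes were under the lower quartile of all signals, 6.17, in both arms, so this explanation cannot be told apart from expression by the cultured cells.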
